A study of Mus musculus with 15 samples. Its data were reported in "Toxoplasma gondii infection of neurons alters the production and content of extracellular vesicles directing astrocyte phenotype and contributing to the loss of GLT-1 in the infected brain" (2025).

How the data were processed

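Gene expression was measured by bulk RNA sequencing in 15 libraries of primary mouse cortical astrocytes, 3 in each of 5 groups. Per the labels, the groups were Media (no Dex), Media, LPS/IFNy, EVs-Uninfected and EVs-Infected, with replicate numbers taken from the same labels. According to the study's methods, stranded mRNA libraries were sequenced as paired-end reads, trimmed with Trim Galore, aligned by STAR to the GRCm39 genome with mouse GENCODE release 34, and assigned to genes by featureCounts. The strand and multi-mapping settings of the counting were not stated, so values of genes with close paralogs, such as members of the Gbp, Ifit, Serpina3 and Iigp families, carry an uncertainty from shared reads that could not be measured from the tables.

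The authors deposited a table of raw counts per gene, with whole numbers for 57126 genes, of which 31538 were above 0 in at least 1 library. The authors also deposited a normalized signal for those 31538 genes, made with DESeq2. The 2 tables were compared gene by gene, and each normalized value equalled the count divided by 1 size factor per library, with a relative deviation of at most 6.96e-10. Total counts ranged from 20799578 to 40532674 per library. The 10 most abundant genes held 5.13% to 7.16% of a library's counts. The depth limits counting error only, and the spread between libraries was estimated from the replicates. The labels do not say how many cultures or vesicle preparations the replicates come from.

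Groups were compared with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, which left 16581 genes holding 99.9% of all counts. Counts were normalized by TMM, and quasi-likelihood F tests were run in a single model of all 15 libraries with 1 coefficient per group. Reported p-values of single genes are two-sided. They were adjusted by Benjamini-Hochberg over the tested genes, and a gene is described as called at an adjusted p under 0.05. Log2 fold changes are given with their standard error (SE), and group levels in counts-per-million (CPM) as mean ± SD over 3 libraries. The 5 comparisons were Media minus Media (no Dex), LPS/IFNy minus Media, each EV group minus Media, and EVs-Infected minus EVs-Uninfected. With 3 libraries in each group, an exact permutation test of a single value cannot give a two-sided p below 0.1, so single genes were tested only in the model across genes. A gene was described as non-overlapping when the 3 libraries of one group all lay above the 3 of the other. Gene positions came from mouse GENCODE release 39, which gave a position for 16538 of the tested genes. Of the tested genes, 1560 carried no symbol.

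The comparisons, tests and gene lists were fixed before the data were examined. The named genes were Slc1a2, the 16 genes that the study's text names for the EV comparison, and those with the smallest p in each comparison that had called genes. These last had to be called, non-overlapping and carry a symbol, and 3 were taken in each direction. The rule allowed 5 in each direction for EVs-Infected minus EVs-Uninfected, where no gene qualified.

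The first 4 lists were tested in every comparison, giving 20 tests: a type I interferon list, an interferon gamma list, an NF-kB list and a glucocorticoid list. They were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at a correlation estimated from the data, and p-values were adjusted over the 20 tests. A YAP target list, a proliferation list and marker lists of microglia, neurons, the oligodendrocyte lineage, fibroblasts, choroid plexus, endothelium and astrocytes were tested in the same way and adjusted among themselves. The marker lists served only to look for signal from other cell types. Principal components were computed on the 500 genes with the most variable log2 CPM, with a prior count of 2.

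The alternatives were DESeq2 1.42.0 on all 15 libraries, DESeq2-type (RLE) size factors in edgeR, no filter on low counts, a filter at a mean of 50 counts, models of only the 6 libraries of a comparison, the replicate number as a block, limma on log2 of the normalized signal plus 1, and leaving out each library of the groups compared in turn. Models of 12 libraries without LPS/IFNy, DESeq2 on only the groups compared, and counts thinned to the smallest total were added after the data had been seen. The procedure was tested on simulated data in which counts were drawn from the observed means, depths and dispersions and 200 genes were changed between the EV groups. No library was left out of the comparisons. Enrichment of ontology terms was not computed, and the vesicle RNA, protein and single-cell data of the study are not part of these files.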

Results

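Transcript levels were measured in primary astrocytes, glial cells taken from the mouse cortex and grown in culture, after 24 h of exposure. Astrocytes in 4 groups received 100 nM dexamethasone, a synthetic glucocorticoid, from 1 day before the exposure. These were Media (medium alone), LPS/IFNy (lipopolysaccharide at 100 ng/mL with interferon gamma at 100 U/mL), EVs-Uninfected and EVs-Infected. The EV groups received extracellular vesicles at 2 µg/mL, collected from cultured neurons that were uninfected or infected with the parasite Toxoplasma gondii. Media (no Dex) never received dexamethasone. Each group had 3 libraries. Total counts were 23222573 to 27510519 in Media (no Dex), 20799578 to 27908471 in Media and 23341932 to 30861016 in LPS/IFNy. They were 24515388 to 40532674 in EVs-Uninfected and 23258511 to 28797897 in EVs-Infected.

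Replicates were separate libraries: the chi-square statistic per degree of freedom between libraries of a group was 2.19 to 5.52 in the 4 groups other than LPS/IFNy, above the value of 1 expected from counting error alone. In LPS/IFNy it was 36.2 between replicates 2 and 3, 153 between replicates 1 and 2, and 185 between replicates 1 and 3. The first principal component of all 15 libraries held 90.8% of the variance and separated LPS/IFNy from the other groups. The second held 5.63% and placed Media (no Dex) apart from the groups with dexamethasone, and the third held 1.19%. Over all tested genes in place of the 500 most variable, the first component held 64.9%, the largest change under any alternative. Among the 6 EV libraries alone, the first 3 components held 25.0%, 23.4% and 20.2%. The EVs-Infected libraries lay at −6.60, −5.75 and −6.23 on the first of these, and the EVs-Uninfected libraries at 6.69, 12.03 and −0.15.

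**Figure D1:**
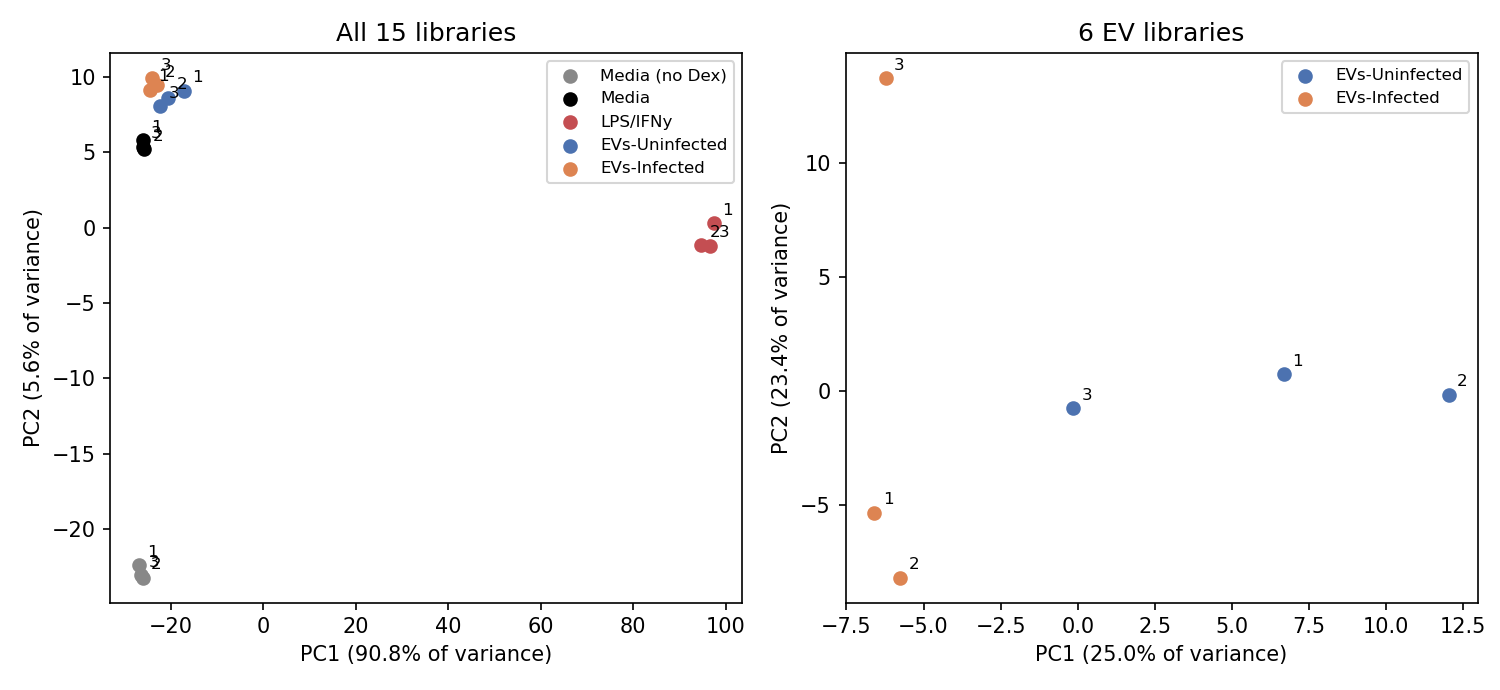
Scores on the first 2 principal components of log2 CPM, 1 point per library with its replicate number, for all 15 libraries (left) and for the 6 EV libraries (right). LPS/IFNy lies apart on the first component (90.8% of variance) at left, and the 3 EVs-Infected libraries lie to the left of the 3 EVs-Uninfected libraries on the first component (25.0%) at right.

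Slc1a2 (ENSMUSG00000005089, chromosome 2, 102488574 to 102621129) encodes the glutamate transporter GLT-1, which the dexamethasone step was meant to raise. Its level was 108 ± 2.38 CPM (SD, n = 3) in Media (no Dex) and 251 ± 13.7 CPM in Media. The log2 fold change with dexamethasone was 1.22 (SE 0.21, adjusted p 5.13e-04 by edgeR), with all 3 Media libraries above all 3 without dexamethasone. Leaving out Media replicate 2 moved it most, to 1.26. The comparison of the EV groups asked whether vesicles from infected neurons lower its transcript. Slc1a2 stood at 236 ± 7.85 CPM in EVs-Uninfected and 247 ± 13.8 CPM in EVs-Infected, a log2 difference of 0.07 (SE 0.20, adjusted p 1 by edgeR) in the model that shares its error with the LPS/IFNy libraries. With only the 6 EV libraries the SE was 0.04 and the adjusted p 0.534 by edgeR, in a range of 0.534 to 1 across alternatives. Against Media the log2 fold changes were −0.09 in EVs-Uninfected and −0.02 in EVs-Infected, neither called by edgeR, with adjusted p of 0.859 and 0.981. The EVs-Infected value turned to 0.01 without Media replicate 3. With single libraries left out, the EVs-Uninfected value against Media ranged from −0.13 to −0.05. The difference between the EV groups ranged from 0.02 without EVs-Infected replicate 3 to 0.10 without EVs-Uninfected replicate 3. In LPS/IFNy the libraries spread over 166, 344 and 378 CPM, and the log2 fold change against Media was 0.24 (SE 0.20, adjusted p 0.354 by edgeR). The LPS/IFNy result rested on replicate 1: without it the log2 fold change was 0.52, with an adjusted p of 6.61e-07 by edgeR.

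**Figure D2:**
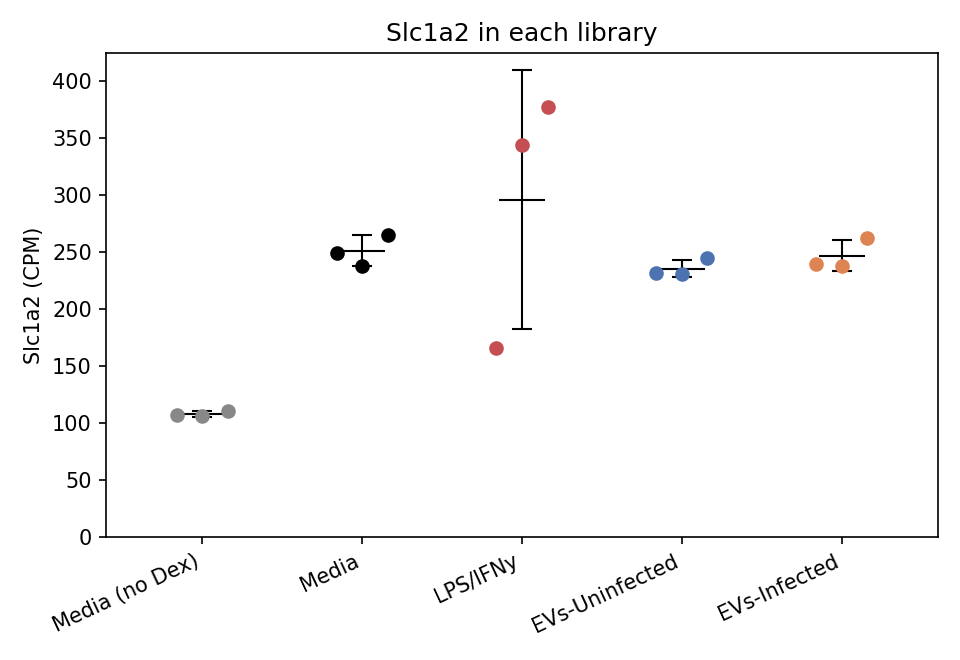
Slc1a2 in CPM, 1 point per library, with the mean and SD of each group as bars. Both EV groups sit near Media (251 CPM), Media (no Dex) is lowest at 108 CPM, and LPS/IFNy spreads from 166 to 378 CPM.

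The comparison of Media with Media (no Dex) gave the response to dexamethasone itself. By edgeR, 3730 of 16581 genes were called, 1748 higher and 1982 lower with dexamethasone, and 1103 of them changed more than 2-fold. The alternative that moved the count most was the model of 12 libraries without LPS/IFNy, with 8268 calls. DESeq2 called 4014. Non-overlapping genes numbered 9307, or 56.1%, where chance gives 10%. The called genes with the smallest p that rose were Fkbp5, Serpina3n and Gpx3. Fkbp5 (ENSMUSG00000024222, chromosome 17, 28618058 to 28737521) rose from 15.3 ± 0.81 to 274 ± 9.79 CPM (n = 3 each), a log2 fold change of 4.16 (SE 0.08, adjusted p 4.39e-13 by edgeR). Gpx3 (ENSMUSG00000018339, chromosome 11, 54793279 to 54802424) rose from 71.0 to 1497 CPM. Serpina3n, from a gene family in which reads may be shared, rose from 50.8 to 501 CPM. Those that fell were Nrep, Ptn and Apln, with log2 fold changes of −2.75, −2.23 and −2.42.

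LPS/IFNy served as the study's inflammatory positive control. By edgeR, 7929 genes were called against Media, 4186 higher and 3743 lower, and 2873 changed more than 2-fold. DESeq2 called 8198. The count was lowest in the model of only the 6 libraries compared, at 4294, and highest without LPS/IFNy replicate 1, at 9732. Non-overlapping genes made up 48.8% of those tested, against 10% by chance. The named genes that rose were Gbp2, Tnfaip2 and Ccl2. Gbp2 (ENSMUSG00000028270, chromosome 3, 142326349 to 142343779) comes from a family in which reads may be shared. It rose from 18.2 ± 0.28 to 10920 ± 849 CPM (n = 3 each), a log2 fold change of 9.23 (SE 0.12, adjusted p 1.54e-15 by edgeR). Tnfaip2 rose by 6.48 and Ccl2 by 9.28 on the log2 scale. Those that fell were Dusp6 (−2.31), Fcrl2 (−4.54) and Edn3 (−3.72).

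Each EV group was compared with Media to show the effect of adding vesicles. In EVs-Uninfected, edgeR called 1562 genes, 837 higher and 725 lower, of which 331 changed more than 2-fold. In EVs-Infected it called 950, of which 490 were higher, 460 were lower and 185 changed more than 2-fold. DESeq2 called 2001 and 1383. The models of 12 libraries without LPS/IFNy called 6513 and 5405. Leaving out any of the libraries compared, which made its group smaller, lowered these counts by more than 1.5 times. The EVs-Uninfected count was 852, 879 and 859 without Media replicates 1, 2 and 3 and 854, 911 and 836 without its own replicates 1, 2 and 3. The EVs-Infected count was 434, 445 and 545 without Media replicates 1, 2 and 3 and 524, 429 and 478 without its own. Non-overlapping genes made up 48.3% and 42.0% of those tested, against 10% by chance.

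Gfap (ENSMUSG00000020932, chromosome 11, 102778159 to 102791738), the astrocyte intermediate filament gene, was among the genes with the smallest p in both. It stood at 1417 ± 13.4 CPM in Media, 3876 ± 70.2 CPM in EVs-Uninfected and 3701 ± 38.3 CPM in EVs-Infected (n = 3 each). Its log2 fold changes were 1.45 (SE 0.09, adjusted p 2.90e-07 by edgeR) and 1.39 (SE 0.09, adjusted p 5.42e-07 by edgeR). Its level was 1300 CPM in Media (no Dex). C1ql1 rose by 2.16 and 2.05 on the log2 scale in EVs-Uninfected and EVs-Infected, Wnt7a rose by 1.43 and 1.29, and Psd2 rose from 16.3 CPM in Media to 35.0 and 34.6 CPM. Galnt15 (ENSMUSG00000021903, chromosome 14, 31750756 to 31784154) had the smallest p in both, falling from 172 ± 7.56 CPM in Media to 25.2 ± 1.96 and 32.6 ± 1.63 CPM, log2 fold changes of −2.77 and −2.40 (SE 0.09 for each, adjusted p 6.24e-10 and 3.69e-09 by edgeR). Dusp6 fell in both, by 1.18 and 1.11 on the log2 scale. In the same order Spry1 had log2 fold changes of −1.65 and −1.49, and Olig2 of −1.29 and −1.21.

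Of the genes called, 848 were called in both EV groups, all in the same direction, which is 89.3% of those called in EVs-Infected. The log2 fold change was larger in EVs-Uninfected for 575 of the 848. Across all tested genes, which are not independent replicates, the changes of the EV groups against Media correlated with Pearson's r of 0.829 and Spearman's rho of 0.840, and 85.1% of genes had the same sign. Both comparisons use the same Media libraries, and in 20 simulations of unchanged groups sharing a control r was 0.497 to 0.603 and 66.9% to 68.0% of genes had the same sign. Without a filter on low counts, the alternative that moved it most, r was 0.59.

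**Figure D3:**
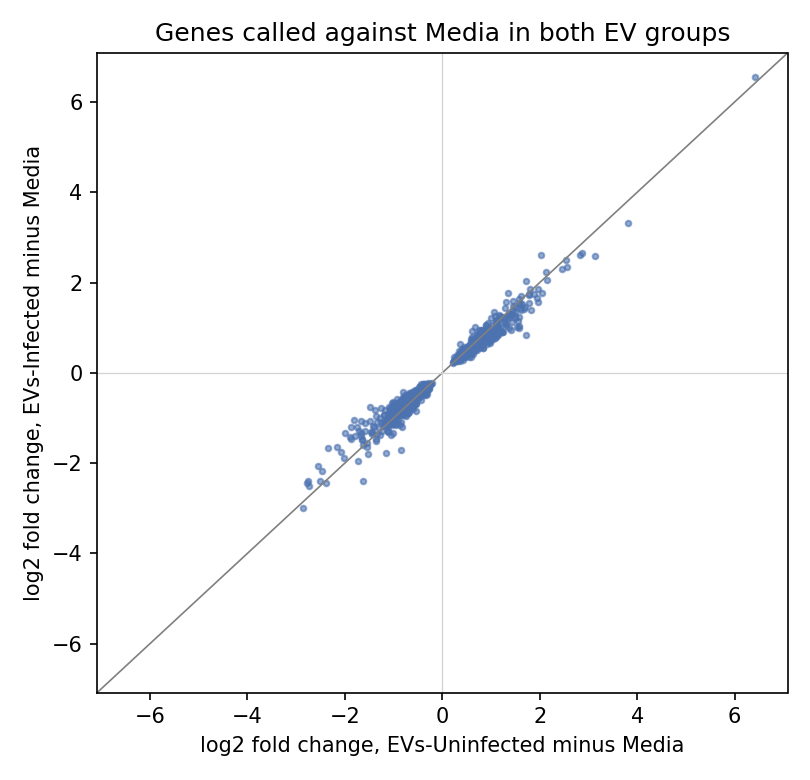
Log2 fold change against Media in EVs-Infected (vertical) and EVs-Uninfected (horizontal) for the 848 genes called in both, 1 point per gene, with the line of equality. All points lie in the quadrants of equal sign, and a line through 0 has a slope of 0.915.

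The comparison of EVs-Infected with EVs-Uninfected asked what infection of the neurons changes in the astrocyte response. By edgeR, 0 of 16581 genes were called, and 364 had an unadjusted p of 0.05 or less, 138 higher and 226 lower in EVs-Infected. The smallest unadjusted p was 1.79e-04. DESeq2 on all 15 libraries called 0, with a lowest adjusted p of 0.0541 and 403 genes at an unadjusted p of 0.05 or less, 176 higher and 227 lower. limma on the normalized signal called 0. The alternatives that moved the count were DESeq2 on only the 6 EV libraries (278 calls, 245 of them higher), edgeR on the same 6 (209, of which 165 were higher), edgeR on 12 libraries without LPS/IFNy (184) and no filter on low counts (6, all lower). Non-overlapping genes numbered 2815, or 17.0%, against 10% by chance. The median absolute log2 fold change over all tested genes was 0.07, compared with 0.17 and 0.16 for EVs-Uninfected and EVs-Infected against Media. On simulated data, the model of 15 libraries called 95.5%, 68.7% and 21.9% of genes changed by 2, 1 and 0.5 on the log2 scale, and gave an unadjusted p of 0.05 or less to 0.827% of unchanged genes. The model of the 6 EV libraries called 98.4%, 86.9% and 80.6%, with 11 false calls among 210, and gave such a p to 5.18% of unchanged genes. Changes of 0.5 or less were therefore mostly not detectable in the model of 15 libraries.

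The study's text names 16 genes for this comparison. Over all genes tested, edgeR called 0 of the 16, while 14 had an unadjusted p of 0.05 or less and DESeq2 on all 15 libraries called 0. Adjusted over the list alone, 14 passed by edgeR, 3 higher and 11 lower in EVs-Infected. This is not independent evidence, since the study chose the list on these libraries. The exceptions were Slc1a2 and Cxcl9. In the model of only the 6 EV libraries 7 were called over all genes, Ifit1, Usp18, Rtp4 and Irf7 lower and Cldn2, Galnt15 and Ccn2 higher. Adjusted over the list alone, 6 passed without EVs-Uninfected replicate 1 and 9 without EVs-Infected replicate 1. In all, 4 of the 16 were higher and 12 lower in the libraries labelled EVs-Infected, and 11 were non-overlapping (10% expected by chance).

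Cldn2 (ENSMUSG00000047230, chromosome X, 138701480 to 138712135) was higher at 6.05 ± 0.69 CPM in EVs-Infected than at 3.82 ± 0.35 CPM in EVs-Uninfected (n = 3 each), a log2 difference of 0.67 (SE 0.13, adjusted p 1 over all genes by edgeR). Galnt15 was higher by 0.37 (SE 0.09) and Ccn2 by 0.24 (SE 0.07). Against Media, edgeR called Cldn2, Galnt15 and Ccn2 as lower in both EV groups, so higher here means a smaller fall. In Media, Cldn2 stood at 15.3 CPM and Galnt15 at 172 CPM. Ccn2 stood at 2635 CPM in Media, 1566 CPM in EVs-Uninfected and 1854 CPM in EVs-Infected. Ifit1 (ENSMUSG00000034459, chromosome 19, 34618271 to 34632174) comes from a family in which reads may be shared. It was lower at 2.78 ± 0.86 CPM than at 8.49 ± 5.34 CPM, a log2 difference of −1.60 (SE 0.35, adjusted p 1 over all genes by edgeR). Usp18 (−1.52, SE 0.33) and Rtp4 (−1.41, SE 0.34) were lower too. EVs-Uninfected replicate 1 decided the size of these 3 differences: without it they were −0.96 for Ifit1, −0.91 for Usp18 and −0.90 for Rtp4. Reads may be shared in all 3 genes. Of their 50-base words, 3.42% in Ifit1, 3.77% in Usp18 and 24.1% in Rtp4 also occur in another annotated gene. Apart from Slc1a2, the remaining genes ranged from −1.56 (Cxcl9, at 0.06 and 0.22 CPM) to −0.42 (Stat2 and Igtp) on the log2 scale. Without EVs-Uninfected replicate 1 Igtp was −0.19, Stat2 −0.24, Ddx60 −0.56, Irf7 −0.64, Ifi44 −0.68 and Iigp1 −0.77, and without EVs-Infected replicate 2 Cxcl9 was −3.08. Against Media, Ifit1 was higher by 2.46 in EVs-Uninfected (adjusted p 0.0010 by edgeR) and by 0.86 in EVs-Infected (adjusted p 0.308 by edgeR).

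**Figure D4:**
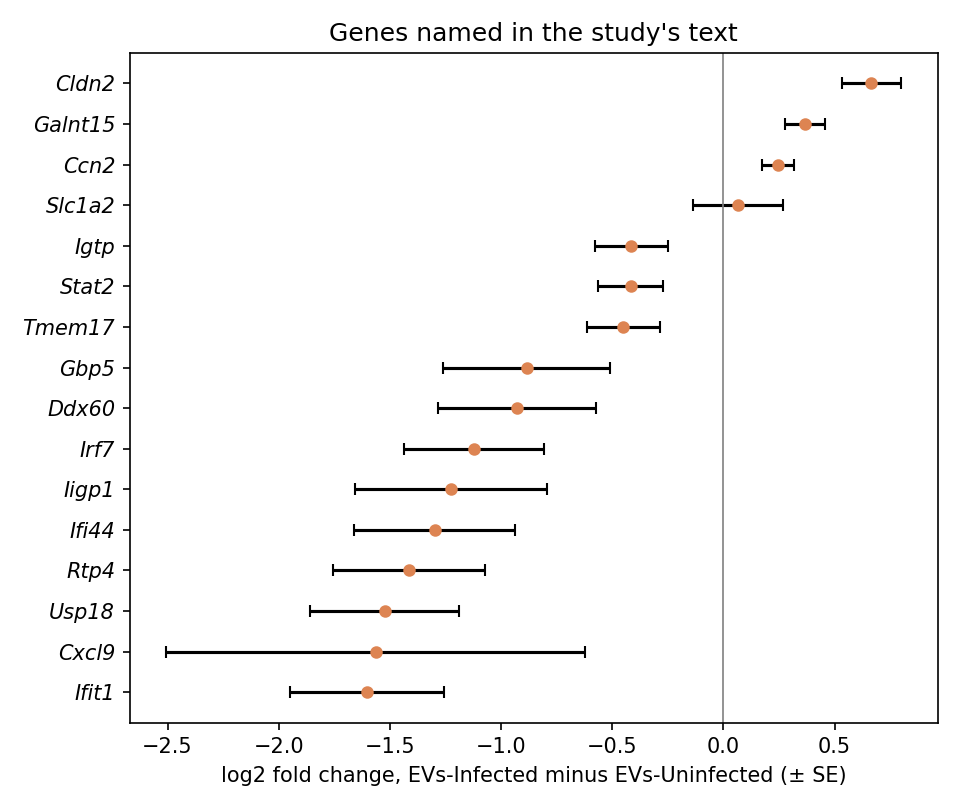
Log2 fold change of EVs-Infected minus EVs-Uninfected with its SE for the 16 genes that the study's text names, 1 point per gene. Cldn2 (0.67), Galnt15 (0.37), Ccn2 (0.24) and Slc1a2 (0.07) lie to the right of 0, and the other 12 lie to the left, down to −1.60 for Ifit1.

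The type I interferon list, with 45 genes, had a median log2 fold change of −0.36 in EVs-Infected against EVs-Uninfected, and 44 of the 45 were lower (adjusted p 9.03e-41 by camera, 0.0359 by fry and 0.0128 at the estimated correlation of 0.42). The median moved most without EVs-Uninfected replicate 3, to −0.52, and was −0.22 without EVs-Uninfected replicate 1. Among omissions of single libraries, the call by fry was lost without EVs-Infected replicate 1 (adjusted p 0.105) and replicate 3 (0.0761), over a range of 0.00303 to 0.133 across alternatives. Of these genes 7 are among those the study named, and 34 reached 1 CPM in Media. In mean log2 CPM over the list, the EVs-Uninfected libraries stood at 3.33, 2.72 and 2.45, the EVs-Infected libraries at 2.18, 2.54 and 2.31, and the Media libraries at 2.08, 2.14 and 2.15. Against Media the list's median was 0.53 in EVs-Uninfected (41 of 45 higher, adjusted p 1.81e-13 by camera, 0.00852 by fry) and 0.19 in EVs-Infected (37 of 45 higher, adjusted p 0.0223 by camera, 0.288 by fry). Without EVs-Infected replicate 2 the latter median was 0.13 and camera no longer called it. In LPS/IFNy it was 5.44, with all 45 higher. With dexamethasone the median was −0.03 while the mean was 0.05 and camera pointed up (adjusted p 0.715).

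The interferon gamma list, with 32 genes tested of 33, had a median of −0.27 in EVs-Infected against EVs-Uninfected, with 25 lower (adjusted p 2.05e-10 by camera, 0.00852 by fry). Against Media it was 0.49 in EVs-Uninfected (adjusted p 3.99e-05 by camera) and 0.21 in EVs-Infected (adjusted p 0.0831 by camera, 0.0466 by fry), and camera called the latter without Media replicate 2 (median 0.31) and without EVs-Infected replicate 1 (median 0.34). It was 9.53 in LPS/IFNy, and −0.28 with dexamethasone (adjusted p 0.201 by camera, 0.0155 by fry). Of the 33 genes 4 are among those the study named, and 14 reached 1 CPM in Media. The NF-kB list, with 27 of 28 genes tested and 15 at 1 CPM in Media, had a median of 5.24 in LPS/IFNy and 0.06 with dexamethasone (adjusted p 0.0577 by camera, 5.33e-04 by fry). Camera called the dexamethasone test without Media (no Dex) replicate 2 (median 0.05) and without Media replicate 2 (median 0.08) or 3 (median 0.06). Its medians of 0.01 in EVs-Uninfected and 0.06 in EVs-Infected against Media were below its means of 0.44 and 0.32 (adjusted p 0.0937 and 0.153 by camera, 0.00852 and 0.0373 by fry). Between the EV groups its median was −0.05 (adjusted p 0.201 by camera). Without EVs-Uninfected replicate 2 camera called the list in EVs-Uninfected against Media (median 0.08) and between the EV groups (median −0.10). The glucocorticoid list, with 20 genes that all reached 1 CPM in Media and 1 shared with another list, had a median of 2.04 with dexamethasone, 19 of 20 higher. Its median was −0.88 in LPS/IFNy (adjusted p 0.00183 by camera), −0.03 and −0.04 in EVs-Uninfected and EVs-Infected against Media (adjusted p 0.131 and 0.329 by camera, 0.00424 and 0.0482 by fry), and 0.04 between the EV groups (adjusted p 0.0880 by camera). Of the 20 tests camera called 10. Of these fry held 9, the exception being the type I list in EVs-Infected against Media, and camera at the estimated correlation held 8, the exceptions being the type I list in both EV groups against Media. In 7 further tests only fry made a call.

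**Figure D5:**
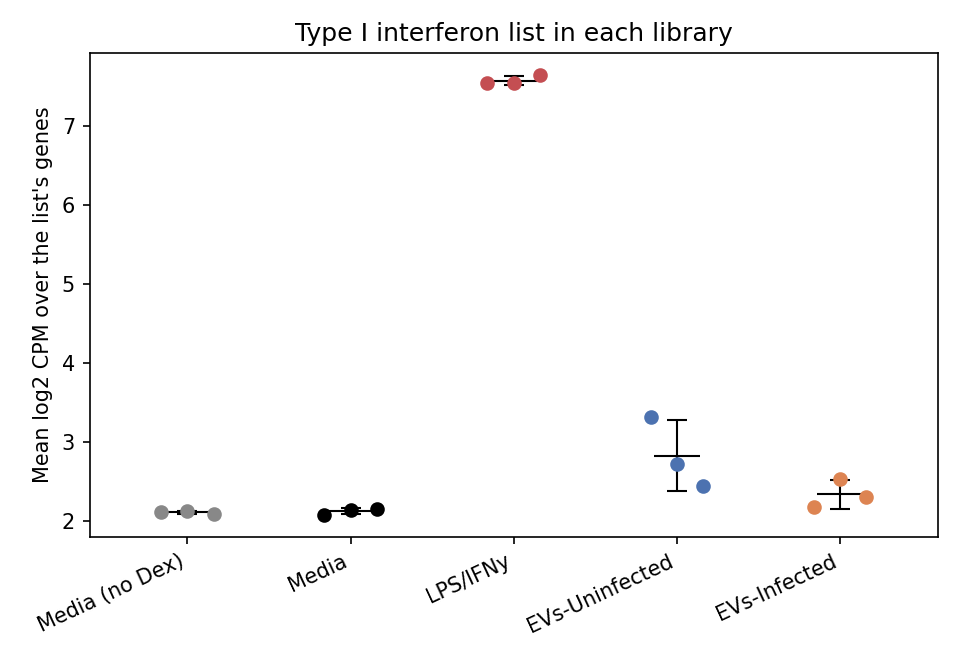
Mean log2 CPM over the 45 genes of the type I interferon list, 1 point per library, with the mean and SD of each group as bars. EVs-Uninfected spreads from 2.45 to 3.33, EVs-Infected from 2.18 to 2.54, and LPS/IFNy lies above 7.

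The remaining lists were tested against Media and between the EV groups in the same way. The YAP target list (20 genes, 1 named by the study, all at 1 CPM in Media) had medians of −0.09 in EVs-Uninfected and −0.11 in EVs-Infected (adjusted p 0.0462 and 0.0373 by camera, 0.0616 and 0.0684 by fry). Between the EV groups its median was −0.0049, its mean 0.0012 and the direction by camera up (adjusted p 0.672). The proliferation list (25 genes, all at 1 CPM in Media) was lower with dexamethasone in all 25 genes, with a median of −1.22. In EVs-Uninfected and EVs-Infected against Media its medians were −0.10 (adjusted p 0.0983 by camera) and −0.18 (adjusted p 9.88e-04 by camera, 0.00557 by fry), and between the EV groups −0.09 (adjusted p 0.00130 by camera, 0.106 by fry).

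The microglia list (18 genes, all at 1 CPM in Media) had medians of −0.41 in EVs-Uninfected, where 15 were lower, and −0.37 in EVs-Infected, where 16 were lower (adjusted p 1.82e-06 and 1.29e-05 by camera, 0.00557 and 0.0146 by fry). At the estimated correlation of 0.37 camera did not call it (adjusted p 0.178 and 0.194). Between the EV groups the list's median was 0.06 (adjusted p 0.0258 by camera, 0.530 by fry). The neuron list had 9 of 12 genes tested, 8 of them at 1 CPM in Media, with medians of 0.25 and 0.24 in EVs-Uninfected and EVs-Infected (adjusted p 0.155 and 0.0542 by camera, 0.0173 and 0.00894 by fry). Snap25, Rbfox3 and Slc17a7 had too few counts to be tested, and Stmn2 stood at 202 CPM in Media. The oligodendrocyte lineage list (7 of 10 tested, all 7 at 1 CPM in Media) had medians of 0.07 and 0.13 but means of −0.23 and −0.22, and camera pointed down (adjusted p 0.00380 and 0.00281). The fibroblast list (8 genes, all at 1 CPM in Media) had medians of −0.12 and −0.08 (adjusted p 0.0983 and 0.391 by camera), and 0.05 between the EV groups (adjusted p 0.0296 by camera, 0.323 by fry). The choroid plexus list (6 of 8 tested, 5 at 1 CPM in Media, with Cldn2 also named by the study) had medians of −0.31 and −0.40 (adjusted p 1.37e-04 and 0.00221 by camera), and 0.11 between the EV groups (adjusted p 0.00649 by camera, 0.108 by fry). The endothelial list (5 of 7 tested, 4 at 1 CPM in Media) had medians of −0.27 in both (adjusted p 0.00878 and 0.0205 by camera). The astrocyte list (12 genes, all at 1 CPM in Media, 1 named by the study and 1 in another list) had medians of 0.21 and 0.28, with 11 of 12 higher in both (adjusted p 1.29e-05 and 1.04e-07 by camera). In the EV groups against Media, camera at the estimated correlation called the astrocyte list in both (adjusted p 0.00716 and 0.00235) and the choroid plexus list in EVs-Uninfected (adjusted p 0.0462), and no other list of this paragraph or the one before. It called none of them between the EV groups.

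Across all tested genes, which are not independent replicates, the difference between the EV groups correlated with the LPS/IFNy response with Pearson's r of −0.18 and Spearman's rho of −0.20. Over the 6736 genes that had a mean of at least 50 counts and were called under LPS/IFNy, r was −0.39 and rho −0.34, the largest move under any alternative. Of the 226 genes lower in EVs-Infected at an unadjusted p of 0.05 or less, 104 (46.0%) were called higher in LPS/IFNy, compared with 25.2% of all tested genes. Without EVs-Uninfected replicate 1, r over all tested genes was −0.09.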

Values the study reported

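The study reported 227 genes with higher and 176 with lower expression in astrocytes given EVs from infected neurons than in those given EVs from uninfected neurons, with 31,135 genes not altered.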

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

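The models of 12 libraries without LPS/IFNy, DESeq2 on only the groups compared, the thinned counts, and the omission of single libraries from the principal components were chosen after the data had been seen, while the other alternatives were planned. In tests between groups, the single libraries left out were those of the groups compared. Of 79 values of Slc1a2 under the alternatives, 77 kept their direction and their side of the threshold. The log2 fold change against Media in EVs-Infected turned to 0.011 without Media replicate 3, in a range of −0.077 to 0.011 when single libraries were left out. In LPS/IFNy it was called only without LPS/IFNy replicate 1, at 0.52, in a range of 0.027 to 0.52. Of 506 values of the other named genes, 496 stayed on their side and 10 crossed it, all between the EV groups: Ifit1 (−1.60), Usp18 (−1.52) and Rtp4 (−1.41) were called without a filter, and with Cldn2, Galnt15, Ccn2 and Irf7 in the model of 6 libraries. Unlike the values of Slc1a2, these 506 do not include 12 libraries without LPS/IFNy, DESeq2 on only the groups compared, or thinned counts. Between the EV groups, 8 study-named genes were called with 12 libraries and 2 by DESeq2 on the 6 EV libraries.

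The counts of called genes moved most with the libraries in the model. In models of only the 6 libraries compared, edgeR called 8192 genes with dexamethasone, 4294 in LPS/IFNy, 6222 in EVs-Uninfected and 4941 in EVs-Infected against Media, and 209 between the EV groups. DESeq2 on the same libraries called 6779, 4978, 4853, 3609 and 278. With 12 libraries, without LPS/IFNy, edgeR called 8268 with dexamethasone, 6513 and 5405 in EVs-Uninfected and EVs-Infected against Media, and 184 between the EV groups. When single libraries were left out, the count was 836 to 911 in EVs-Uninfected and 429 to 545 in EVs-Infected against Media, less than the reported counts by more than 1.5 times whichever of the 6 libraries compared was left out. The fall came with every library left out, so it does not rest on any single library. Each omission left a smaller group, and how much of the fall this explains was not tested. The count was 2772 to 2878 with dexamethasone and 6694 to 9732 in LPS/IFNy, within 1.5 times the reported counts. DESeq2 on all libraries, limma on the normalized signal, RLE size factors, thinned counts and both filters stayed within 1.5 times for these 4 comparisons. RLE size factors gave 48.7%, 52.5%, 50.2% and 49.8% of calls higher with dexamethasone, in LPS/IFNy, in EVs-Uninfected and in EVs-Infected, compared with 46.9%, 52.8%, 53.6% and 51.6% by TMM.

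Between the EV groups edgeR called 0 genes with the reported model (364 at an unadjusted p of 0.05 or less). It also called 0 with each of the 6 EV libraries left out, with RLE size factors, with thinned counts and at a mean of 50 counts, and DESeq2 and limma on all 15 libraries called 0. Without a filter edgeR called 6, all lower in EVs-Infected. Genes at an unadjusted p of 0.05 or less numbered 238 at a mean of 50 counts, 2020 in the model of 6 libraries, 1373 by DESeq2 on the same 6 and 2103 with 12 libraries, and 245 to 339 with single libraries left out. The 6-library and 12-library models shared 149 of their 209 and 184 genes. Of the 16 study-named genes, 3 were called over all genes without a filter, 7 with 6 libraries, 8 with 12 libraries, and 2 by DESeq2 on 6 libraries (Galnt15 and Ccn2). With single libraries left out edgeR called 0 to 0 over all genes, and 6 to 14 adjusted over the list alone, the lowest being 6 without EVs-Uninfected replicate 1 and 9 without EVs-Infected replicate 1.

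Of 256 list values, 239 kept their direction and call by camera, where direction is the one camera reports. Bracketed values in this paragraph are list medians, except where an adjusted p is named. The median of the type I interferon list with dexamethasone, not called, turned positive without Media replicate 1 and without Media replicate 3 (0.0031). The type I interferon list in EVs-Infected against Media lost its call with 12 libraries (0.19) and without EVs-Infected replicate 2 (0.13), with 0.13 to 0.24 when single libraries were left out. The interferon gamma list in EVs-Infected gained one without a filter (0.21) and with single libraries left out (0.14 to 0.36; Media replicate 2 at 0.31 and EVs-Infected replicate 1 at 0.34). The NF-kB list gained one with dexamethasone in the model of 6 libraries (0.093), with 12 libraries (0.085), with thinned counts (0.083) and with single libraries left out (0.055 to 0.082). It gained one in EVs-Uninfected in the model of 6 libraries (0.058) and without EVs-Uninfected replicate 2 (0.08, range 0.00 to 0.11). Between the EV groups it gained one without EVs-Uninfected replicate 2 (−0.10, range −0.10 to −0.030). The glucocorticoid list gained one with 6 libraries in EVs-Uninfected (−0.037) and between the EV groups (0.041, and 0.040 with 12 libraries). The cause of these changes was not tested. The type I list between the EV groups had medians of −0.52 to −0.22 and adjusted p of 1.71e-84 to 2.08e-15 by camera across alternatives. By fry the adjusted p rose above 0.05 in the model of 6 libraries (0.133) without EVs-Infected replicates 1 (0.105) and 3 (0.0761), and in the model by replicate number given below. The interferon gamma list had medians of −0.44 to −0.19, and its adjusted p by fry also rose above 0.05 in the model of 6 libraries (0.0766).

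Correlations across genes depended on genes with low counts. The difference between the EV groups correlated with the LPS/IFNy response at −0.031 by DESeq2, −0.025 without a filter, −0.35 at a mean of 50 counts and −0.39 over such genes called under LPS/IFNy, and at −0.18 to −0.094 with single libraries left out, the latter without EVs-Uninfected replicate 1. The EV groups' changes against Media correlated at 0.62 by DESeq2 and 0.59 without a filter. Both settings keep genes that the reported model leaves out, but whether these genes alone lowered the correlation was not tested. The first principal component held 64.9% over all tested genes. Among the 6 EV libraries it held 28.9% to 31.7% with single libraries left out, which leaves fewer libraries to share the variance.

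The labels give the groups the same replicate numbers, which do not pair the libraries: deviations from the group mean correlated between same-numbered libraries of different groups at −0.07 to 0.19, with a median of 0.01. With the replicate block edgeR called 3604, 7856, 1414, 847 and 0 genes in the 5 comparisons, with 331 at an unadjusted p of 0.05 or less between the EV groups, and the type I list there was no longer called by fry (adjusted p 0.0506). At equal totals edgeR called 3580, 7741, 1353, 898 and 0 genes in the 5 comparisons. Whether the calls that changed were of genes near the filter was not tested.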

Other observations

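In this part the tests on depth, on directions, on shared sequence, on LPS/IFNy material, on single libraries, on microglia, on dexamethasone, on shared controls, on the buffer and on the spread of the LPS/IFNy libraries were chosen after the result was seen. The tests of GC content and transcript length and of other splits were set down before their own outcome was seen, but after the patterns they address.

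The study's text states a direction for 10 of the genes it names for the EV comparison. In the deposited tables all 10 went the other way: 7 genes that the text describes as raised were lower in the libraries labelled EVs-Infected, and Cldn2, Galnt15 and Ccn2 were higher. DESeq2 on all 15 libraries gave 176 genes higher and 227 lower at an unadjusted p of 0.05 or less, with 31135 not called, which equals the counts quoted from the study above with the directions exchanged. A candidate explanation is that the direction of the comparison, or the labels of the EV groups, were exchanged between the text and the tables, and the 10 of 10 genes are consistent with either. Whether the labels of the deposited tables are the exchanged part cannot be told apart from a fold change computed in the opposite order. Both EV groups lay on the same side of Media for the type I interferon list, with a median of 0.53 in EVs-Uninfected and 0.19 in EVs-Infected, so no value places either group where its label forbids it. All directions given for the EV groups rest on the labels of the deposited columns.

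By edgeR with 15 libraries, 138 genes were higher and 226 lower in EVs-Infected at an unadjusted p of 0.05 or less. As labelled, the number of higher genes is lower than the value quoted from the study above. The balance turned with the libraries in the model, to 1158 higher and 862 lower by edgeR with 6 libraries, 1169 and 934 with 12, and 923 and 450 by DESeq2 with 6, so the balance of edgeR's counts does not settle the direction.

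The type I interferon list was lower in the libraries labelled EVs-Infected by a median of −0.36. With all libraries thinned to the smallest total it was −0.38, which argues against a difference in depth. After trends on GC content and transcript length were removed it was −0.34 (unadjusted p 1.30e-41 by camera), while the correction moved the fold change of a gene by a median of 0.02, which argues against those trends as the whole cause. Material from the LPS/IFNy wells would raise genes by 1 share of their LPS/IFNy rise. This was tested on the 41 type I genes that rose by at least 3 on the log2 scale in LPS/IFNy. In EVs-Uninfected they reached a median of 1.36% of that rise, yet the interferon gamma list reached 0.0455%, a ratio of 29.9. The ratio was 39.1, 36.4 and 15.8 in EVs-Uninfected replicates 1, 2 and 3. EVs-Uninfected replicate 1 alone would not leave the −0.22 (adjusted p 2.08e-15 by camera and 0.0475 by fry) that stayed without it, although that library holds the highest level among the EV libraries. The groups overlap, with EVs-Infected replicate 2 at a mean log2 CPM of 2.54 and EVs-Uninfected replicate 3 at 2.45. More microglia in EVs-Uninfected would lower microglia genes in EVs-Infected, but 0 of 18 were lower by as much as the list's median. Less dexamethasone acting in EVs-Uninfected would act through genes that dexamethasone lowers. Of the 44 genes lower in EVs-Infected edgeR called 3 as lower and 3 as higher with dexamethasone. By sign alone 26 of the 44 were lower with dexamethasone and 18 higher, and the median of the whole list with dexamethasone was −0.03. Neither Media group received vesicles or LPS/IFNy, so these values cannot show whether dexamethasone lowers a raised type I level. Reads shared between paralogs would leave genes without shared sequence in place, yet the 18 list genes with less than 1% of their 50-base words in another annotated gene were all lower, with a median of −0.45 (unadjusted p 3.31e-20 by camera and 0.0366 by fry). This argues against shared reads as the whole cause, while values of single genes with close paralogs stay uncertain. Open are the exchange of labels described above, differences between vesicle preparations, an effect of the infection, and less dexamethasone acting on a raised type I level. The labels do not give the number of preparations. Only the exchange of labels was tested, so the pattern may have technical or biological sources.

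The number of genes called between the EV groups was 0 by edgeR with all 15 libraries (364 at an unadjusted p of 0.05 or less, 0 called by DESeq2) and 184 once the LPS/IFNy libraries left the model. The LPS/IFNy libraries differed from each other by a chi-square per degree of freedom of 36.2 to 185, and on simulated data with such a spread the model of 15 libraries gave an unadjusted p of 0.05 or less to 0.827% of unchanged genes. This is consistent with the spread of the LPS/IFNy libraries entering the shared dispersion and making the model of 15 libraries conservative for small changes. On simulated data the model of 12 libraries gave 16 false calls among 219. The calls with 6 libraries included 10 type I genes, all lower in EVs-Infected.

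Both EV groups differed from Media in 848 shared genes, all in the same direction. Shared Media libraries alone gave a correlation of at most 0.603 in simulations, below the observed 0.829 in the reported model. With all libraries thinned to the smallest total 756 genes were called in both in the same direction. In the reported model these values argue against a shared control or depth as the whole cause. The observed correlation was 0.62 by DESeq2 and 0.59 without a filter, near the simulated range, and no simulated values are given for those settings. Of the 848 genes, 453 were also called with dexamethasone, and 333 of those (73.5%) changed opposite to it, although Media enters both comparisons and favours opposite signs. Gpx3, for example, stood at 71.0 CPM in Media (no Dex), 1497 CPM in Media, 724 CPM in EVs-Uninfected and 856 CPM in EVs-Infected. Wnt7a stood at 46.0, 15.9, 42.8 and 38.98 CPM in the same order. Fkbp5, by contrast, kept 246 and 261 CPM in the EV groups beside 274 CPM in Media. With separate Media libraries for the 2 changes, the slope of the glucocorticoid list's change in the EV groups on its dexamethasone change was −0.057 to −0.018, and the proliferation list, lowered by dexamethasone, did not rise, with medians of −0.10 and −0.18. These values argue against a general loss of dexamethasone action as the whole cause. Over the 3730 genes called with dexamethasone the slope was −0.15 to −0.071, so vesicles may have opposed part of the dexamethasone response in a subset of genes. The buffer or medium carried with the vesicles stays open and cannot be told apart from the vesicles, since no group received it without them. Of the 848 genes, 628 were also called in LPS/IFNy, 375 of them (59.7%) in the same direction. Media enters these comparisons too and here favours equal signs, so this share does not show a response in common with LPS/IFNy.

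The microglia list was lower in both EV groups than in Media by camera and fry, but not by camera at the estimated correlation (adjusted p 0.178 and 0.194), so the pattern itself is uncertain. Fewer microglia alone would lower every marker alike, but the genes changed by unequal amounts, with a chi-square of 138 on 17 degrees of freedom in EVs-Uninfected (p 5.53e-21) and 68.7 in EVs-Infected (p 3.58e-08). Mrc1 changed most, by −1.88 in EVs-Uninfected and −1.19 in EVs-Infected. No chi-square without Mrc1 is given, so how much of it this gene carries is not known. Changes of expression within microglia, with or without fewer cells, stay open and no other biological explanation was tested.

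Each comparison of 3 libraries with 3 allows 10 splits, so no share below 0.1 can arise and chance cannot be excluded by this test for any result. The real split gave the most called genes in 1 of the 10 splits, the real one itself, with dexamethasone, in LPS/IFNy and in both EV groups against Media, and every other split gave 0 calls by edgeR. Between the EV groups all 10 splits gave 0 calls by edgeR with 15 libraries, over all genes and over the study-named genes. At an unadjusted p of 0.05 or less only 1 split, the real one, reached 364, and the next gave 234. Adjusted over the list alone, 1 split, the real one, gave as many study-named genes. The study chose that list on this same split, which favours it in advance, so no conclusion is drawn from this count. With 6 libraries 1 split gave as many calls, the others giving 0. For the type I, interferon gamma, NF-kB and glucocorticoid lists, as small a p by camera came from 7, 5, 2 and 1 splits with dexamethasone and from 1 each in LPS/IFNy. In EVs-Uninfected against Media it came from 4, 4, 4 and 3 splits, in EVs-Infected against Media from 5, 4, 3 and 4, and between the EV groups from 2, 1, 7 and 1.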
